A study of Laccaria bicolor with 37 samples. Its data were reported in "A Transcriptomic Atlas of the Ectomycorrhizal Fungus Laccaria bicolor" (2021).

How the data were processed

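RNA-seq libraries were available for 37 samples of L. bicolor S238N from a time course with poplar, 13 groups of 2 or 3 libraries given by the kind of mycelium and the sampling day. Group, day and replicate number were taken from the sample labels. According to the protocols, the authors made stranded mRNA libraries from total RNA of fungal or mixed plant and fungal material, trimmed the paired reads, and aligned them with CLC Genomics Workbench to the reference transcripts of the L. bicolor v2 genome of the Joint Genome Institute, allowing up to 10 hits per read. Each deposited table holds, for each of 23130 gene models, the raw read count, a whole number that the authors did not normalize. It also holds RPKM values, which the authors computed as reads per kilobase of transcript scaled to the library size. The header does not say whether the count is of uniquely placed reads or of all placed reads, so counts of near-identical gene copies are uncertain, and reads of poplar that fit a fungal transcript would be counted as fungal. The counts were used for all tests. The RPKM values were used only to derive transcript lengths, which were the same for a gene in all libraries to within 1.46e-07% at 50 counts or more.

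Total counts per library lay between 13.82 and 36.82 M (megacounts), and a count of 3 was taken as the floor below which a gene's level in a library was not measurable at this depth. This floor covers counting error only, since the reads carry no molecular identifiers. No library pair within a group matched within sampling noise (chi-square per degree of freedom at least 4.593 over genes with at least 20 summed counts), so every library was counted as 1 replicate. The labels name no sequencing batch.

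Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Gene models that passed filterByExpr by group (minimum count 10, minimum total 15) were kept, 15533 in all, and scaled by TMM. A model with 1 coefficient per group was fitted to all 37 libraries with robust dispersions, so that the small groups shared 1 estimate of the spread, and contrasts were tested with the quasi-likelihood F-test (two-sided). A gene model was called at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change of at least 1 in size. The contrasts were EcM against FLM, ExM against FLM and EcM against ExM at each day, consecutive days within each kind of mycelium, and the effect of EcM or ExM at 14 and 21 dpi minus that at 3 and 7 dpi. Standard errors of log2 fold changes were derived from the F values. Levels are given as counts per megacount (CPM) with TMM library sizes, as mean ± SD over libraries. Where all libraries of a group were at 3 counts or fewer, a lower bound of the fold change was computed against the floor. The dendrogram used complete linkage of Euclidean distances of log2 CPM with a prior count of 2. Gene lists were tested with camera (preset correlation 0.01) and with fry, with adjustment over 36 tests.

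The gene models named in the text were chosen by a rule fixed before the data were examined. It took 8 gene models that the study names with an annotation, and for the comparisons with FLM and for EcM against ExM at 14 dpi the 2 called gene models with the largest rise and the 2 with the largest fall, among those with a mean log2 CPM of at least 1 and no overlap between the libraries compared. A few of these are left out of the text. Annotations of the 8 are those of the study. The reference table given for the organism is of assembly V1.0 and not of the genome release that the authors used. Of the gene models, 6580 matched a locus tag by number, 351 of them with a symbol, among them 5 matches for the 8 named gene models, and its coordinates were not used here. Other gene models are given by number.

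Alternatives chosen before the data were examined were size factors by the median of ratios, DESeq2 1.42.0, no low-count filter, a fit of only the libraries of the groups compared, the replicate number as a block, leaving out each library in turn, an estimated correlation for the lists, other linkage and gene set choices for the dendrogram and other detection rules. The 3 alternatives planned for tables with unique counts or with RPKM alone were not needed, since each table held 1 count column. The edgeR and DESeq2 tests were run on simulated data with 200 changed gene models, and camera and fry on a list of changed and a list of unchanged gene models from the same data. The changed gene models had a mean log2 CPM of at least 1 and log2 changes larger in size than the threshold, so recovery was measured for large changes alone. The dendrogram and the lower bounds of fold changes were not tested on simulated data. With 3 libraries against 3, 196 of the 200 (98%) were recovered among 15420 gene models tested, with 3 false calls. With 2 against 3, 197 were recovered (98.5%), and for the late minus early contrast 198 (99%). Unchanged groups gave 0 calls among 15420 gene models. Comparisons that share the FLM libraries were set against 20 simulations in which EcM and ExM had the same mean as FLM. Figures were drawn with matplotlib 3.10.9.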

Results

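The data were RNA-seq read counts of the ectomycorrhizal fungus Laccaria bicolor S238N, grown with or without rooted cuttings of a hybrid poplar on plates. 3 kinds of material were sampled. Free-living mycelium (FLM) came from plates without a plant. Ectomycorrhizal material (EcM) held the mycelium on and close to the roots together with the root tissue, and extramatrical mycelium (ExM) was the mycelium of the same co-cultures farther from the roots. Sampling took place at 3, 7, 14 and 21 days post-inoculation (dpi), and FLM was also sampled at 0 days (T0). The 37 libraries fell into 13 groups, with 3 libraries per group except for ExM at 14 dpi and FLM at T0, which had 2 each. The total count per library, in megacounts (M), lay between 13.82 and 36.82 M, with a median of 20.68 M. Mean totals were 19.54 M for EcM (n = 12), 21.38 M for ExM (n = 11) and 22.65 M for FLM (n = 14), and the highest total of any EcM library was 28.87 M. The 10 most abundant gene models took between 11.62 and 21.06% of a library's counts. Counts of 3 or fewer were treated as the floor of a library, and with these totals a count of 3 corresponded to less than 1 count per megacount (CPM). No 2 libraries of a group were alike within sampling noise.

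Of the 23130 gene models in the reference, 16434 (71.05%) had a count above 5 in at least 1 library, 18139 had at least 1 count, and 15533 passed the low-count filter and were tested. The common biological coefficient of variation of the fit over all libraries was 0.142.

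The overall similarity of the transcriptomes was examined first, to see how age and contact with the plant order the libraries. The top split of the dendrogram parted 20 libraries of 0, 3 and 7 dpi from 17 libraries of 14 and 21 dpi, with 0 libraries on the other side, and the same split came out under each of the other linkage, gene set and scaling choices. On the first principal component, which carried 45.4% of the variance, the early libraries lay below 0 and the late ones above it. The second component carried 11.6% and placed every EcM library above every FLM library. For 28 of the 37 libraries the most similar library was of the same group. FLM replicate 2 of 21 dpi was closest to FLM replicate 3 of 14 dpi (Pearson's r of log2 CPM across genes 0.9869, against a mean of 0.9774 with its own group), and EcM replicate 1 of 7 dpi was closest to ExM replicate 3 of 7 dpi (0.9871 against 0.9795). Genes are not independent replicates, so these coefficients describe single pairs of libraries.

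**Figure D1:**
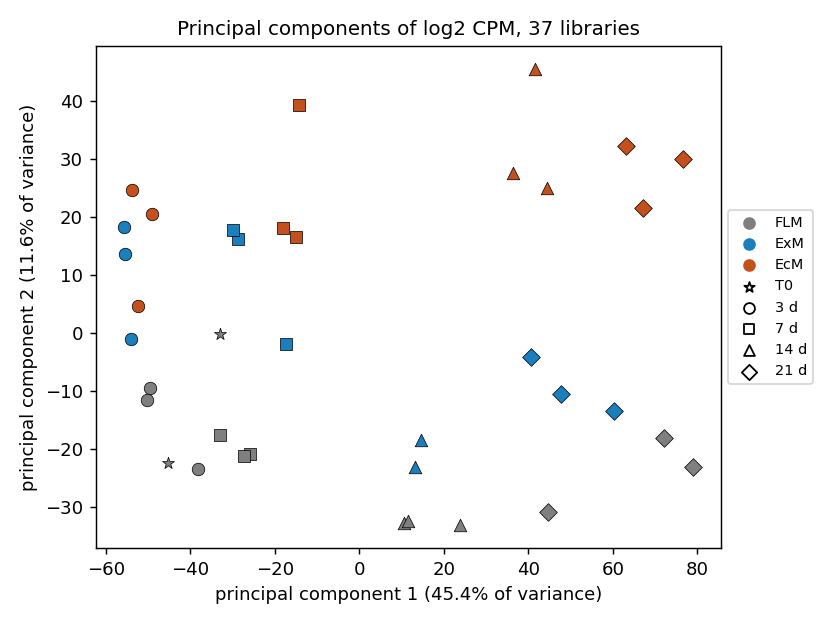
Each point is 1 of the 37 libraries, placed by the first and second principal component of its log2 CPM values (share of variance 45.4 and 11.6%), with colour for the kind of mycelium and marker for the sampling day. Early libraries lie to the left and late ones to the right, and EcM lies above FLM.

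EcM was compared with FLM of the same day to find the genes that respond to the plant at the root. A gene model was called when edgeR's quasi-likelihood test gave a Benjamini-Hochberg adjusted p under 0.05 and the log2 fold change was at least 1 in either direction. At 3 dpi 300 gene models were called, 276 of them higher and 24 lower in EcM. At 7 dpi the count was 609 (571 higher, 38 lower), at 14 dpi 1057 (626 higher, 431 lower) and at 21 dpi 875 (329 higher, 546 lower). The share of higher calls thus fell from 92% and 93.8% at 3 and 7 dpi to 59.2% and 37.6% at 14 and 21 dpi. Among the alternatives that kept every library of both groups, a fit of only the libraries compared moved these counts most, to 149, 278, 1088 and 684 gene models at 3, 7, 14 and 21 dpi. Leaving out 1 library moved both early counts further, and that at 14 dpi to 892. Without EcM replicate 2 the count at 3 dpi was 112, with 4 of the 6 such fits differing by more than 1.5 times, and without EcM replicate 1 the count at 7 dpi was 263.

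The gene models with the largest changes, chosen by a rule fixed before the data were examined and with no overlap between the libraries of both groups, differed between early and late days. At 3 dpi gene model 395214 had a mean of 324 ± 153 CPM (SD, n = 3) in EcM and 4.11 ± 2.27 in FLM, a log2 fold change of 6.32 ± 1.13 (SE, adjusted p 0.0016). Gene model 394925 rose by 5.94 ± 1.22 (adjusted p 0.0047) at 3 dpi and by 7.56 ± 1.29 (adjusted p 0.00037) at 7 dpi, and without EcM replicate 1 the change at 7 dpi was 5.37. Its replicates were far apart, with 397 ± 538 CPM in EcM at 7 dpi. Among the falls, 695194 changed by -1.71 ± 0.27 at 3 dpi (adjusted p 3e-04) and 185358 by -1.35 ± 0.25 at 7 dpi (adjusted p 6e-04). At 14 dpi gene model 467459 stood at 248 ± 79.6 CPM in EcM against 0.579 ± 0.177 in FLM, a log2 fold change of 8.78 ± 0.46 (adjusted p 1.4e-13). Gene model 299838, for which the reference table gives the symbol CAN2.1, rose by 8.06 ± 0.53 (adjusted p 3.6e-12). The largest falls at 14 dpi were -3.22 ± 0.49 for 485006 (adjusted p 7.7e-06) and -3.2 ± 0.91 for 190777 (adjusted p 0.0085). At 21 dpi 382749 fell from 623 ± 38 CPM in FLM to 53.1 ± 25.6 in EcM, a log2 change of -3.56 ± 0.34 (adjusted p 1.6e-08).

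ExM was compared with FLM to find responses to the plant at a distance from the root. At 3 dpi 236 gene models were called (203 higher, 33 lower), and at 7 dpi 314 (306 higher, 8 lower). At 14 dpi only 7 were called, all of them higher, while 943 gene models had an unadjusted p under 0.05, 352 of these lower in ExM. At 21 dpi the count was 257 (155 higher, 102 lower). All of these counts moved by more than 1.5 times when 1 library was left out. The count was 71 at 3 dpi without ExM replicate 2, 126 at 7 dpi without ExM replicate 3, 4 at 14 dpi without FLM replicate 2, and 571 at 21 dpi without FLM replicate 2. Fits of only the libraries compared called 100, 173, 68 and 142 gene models at 3, 7, 14 and 21 dpi, so that the count at 14 dpi was the lowest there too, but by less. The largest rises at 3 and 7 dpi were again those of 395214 (log2 fold change 6.13 ± 1.12 and 7.41 ± 1.19, adjusted p 0.0024 and 0.00049) and 394925 (6.08 ± 1.23 and 6.93 ± 1.26, adjusted p 0.0059 and 0.0018). Among the calls at 14 dpi, 382297 rose by 2.19 ± 0.32 (adjusted p 0.0011). Gene model 395214 was not called at that day, although it stood at 181 ± 19.4 CPM in ExM (n = 2) against 9.51 ± 6.95 in FLM (n = 3). Its absence from the calls thus does not show that its rise was lost. At 21 dpi 395214 again had the largest rise (5.21 ± 1.11, adjusted p 0.0022). At that day 604520 rose by 3.68 ± 0.32 (adjusted p 6.6e-09) and 708196 changed by -3.2 ± 0.39 (adjusted p 2.3e-06). The direct test of the ExM effect at 14 dpi against that at 7 dpi called 0 gene models, with 1376 at an unadjusted p under 0.05, so a difference between these effects was not shown. The effect at 14 dpi differed from that at 3 dpi for 35 gene models (24 higher and 11 lower at 14 dpi), and the effect at 21 dpi differed from that at 14 dpi for 179 gene models.

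**Figure D2:**
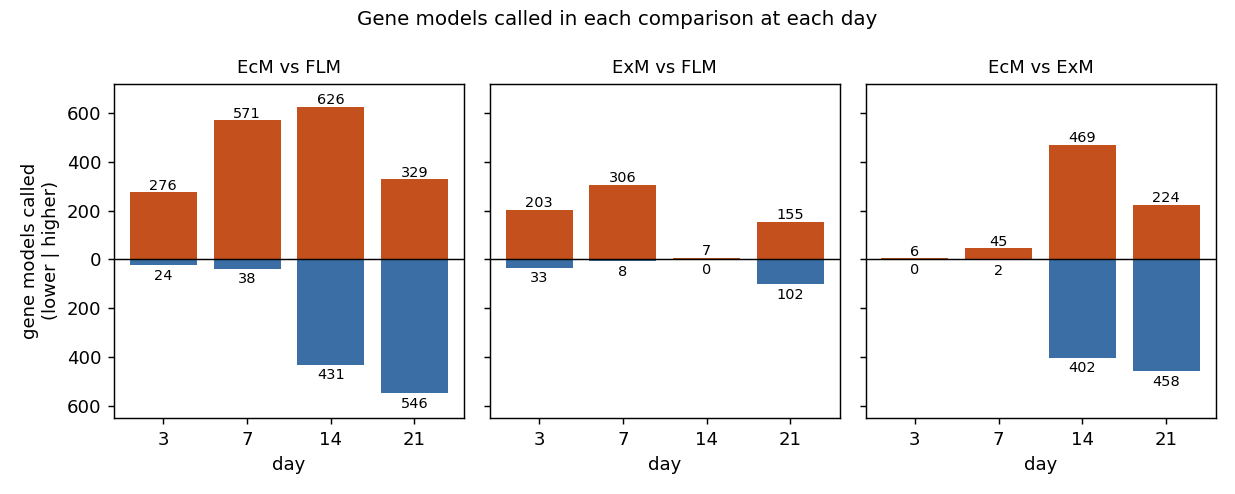
Bars give the number of gene models called higher (upward) and lower (downward) in the first-named mycelium at 3, 7, 14 and 21 dpi, for EcM against FLM, ExM against FLM and EcM against ExM. ExM and FLM were parted by 7 gene models at 14 dpi, where EcM and FLM were parted by 1057.

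The calls of EcM and ExM against FLM overlapped. The same gene models were called in the same direction in both comparisons in 186 cases at 3 dpi, 279 at 7 dpi, 7 at 14 dpi and 121 at 21 dpi, which is 78.8%, 88.9%, 100% and 47.1% of the ExM calls. Since both comparisons share their FLM libraries, unchanged EcM and ExM groups were simulated against the same FLM libraries in 20 draws. At every day the simulated overlap was 0 in each draw. No simulated comparison had more than 1 call, so there was next to nothing to share, and this 0 says little about the overlap of real calls. At an unadjusted p under 0.05 in both comparisons the simulated overlap averaged 135, 141, 109 and 140 gene models at 3, 7, 14 and 21 dpi, against 1930, 1988, 513 and 1987 observed. The correlation of the log2 fold changes across genes was 0.827 at 3 dpi and 0.799 at 7 dpi, above the simulated means of 0.494 and 0.476. At 14 and 21 dpi it was 0.33 and 0.438, not above the simulated 0.407 and 0.483. The overlap fell to 57 at 3 dpi without ExM replicate 2, to 121 at 7 dpi without ExM replicate 3 and to 4 at 14 dpi without FLM replicate 2, and rose to 216 at 21 dpi without FLM replicate 2.

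EcM was then compared with ExM directly, to see when the mycelium at the root becomes different from that of the same colony farther away. At 3 dpi 6 gene models were called, all higher in EcM, with 225 lower at an unadjusted p under 0.05. At 7 dpi 47 were called (45 higher, 2 lower). At 14 dpi the count was 871 (469 higher, 402 lower) and at 21 dpi 682 (224 higher, 458 lower). Leaving out 1 library changed the count at 3 dpi to between 2 and 21, the latter without EcM replicate 3, and lowered that at 7 dpi to 22 without ExM replicate 3. DESeq2 called 15 gene models at 3 dpi. The largest changes at 14 dpi were those of 467459, with 248 ± 79.6 CPM in EcM and 0.519 ± 0.28 in ExM (n = 2; log2 fold change 8.89 ± 0.58, adjusted p 3.5e-11), and of 543626, which was at the floor in ExM and at least 89.8-fold higher in EcM. Gene model 190151 was lower in EcM by -2.8 ± 0.47 (adjusted p 0.00013).

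Whether the effect of the plant differed between early and late days was tested as an interaction, the mean effect at 14 and 21 dpi minus the mean effect at 3 and 7 dpi. For EcM against FLM, 863 gene models were called, 288 with a higher and 575 with a lower effect at the late days. For ExM against FLM, 226 were called, 45 higher and 181 lower. The second count was 104 without ExM replicate 1 of 14 dpi and 347 without FLM replicate 2 of 21 dpi.

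Changes between consecutive days were examined within each kind of mycelium. In EcM and ExM such changes combine the age of the culture with the stage of the association. In FLM, 7 gene models were called between T0 and 3 dpi, 220 between 3 and 7 dpi, 685 between 7 and 14 dpi and 880 between 14 and 21 dpi. In ExM the counts were 488, 629 and 602 for the last 3 intervals, and in EcM they were 593, 1210 and 353. Several of these counts rested on 1 library. Without FLM replicate 2 of 3 dpi the first FLM count was 102 and the count between 3 and 7 dpi 437, and without FLM replicate 2 of 21 dpi the count between 14 and 21 dpi was 1450. The ExM count between 7 and 14 dpi was 412 without ExM replicate 3 of 7 dpi, and the EcM count between 14 and 21 dpi was 208 without EcM replicate 2 of 21 dpi. Lower calls outnumbered higher ones in every interval except those between 3 and 7 dpi in EcM (377 higher, 216 lower) and in ExM (325 higher, 163 lower).

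The 8 gene models that the study names for EcM were followed in all comparisons with FLM. In EcM 2 of them were called at 3 dpi, 5 at 7 dpi, 8 at 14 dpi and 4 at 21 dpi, all higher. In ExM 0 were called at 3, 7 and 14 dpi (0, 3 and 0 at an unadjusted p under 0.05) and 1 at 21 dpi. MiSSP17, a mycorrhiza-induced small secreted protein (332226), had 2 ± 0.42 CPM in EcM at 3 dpi and was at the floor in FLM, so that it was at least 15.4-fold higher. It reached 12.2 ± 2.46 CPM in EcM at 14 dpi against 0.0721 ± 0.125 in FLM. The protein with a gti1/pac2 domain (603166) was at the floor in FLM at every day from 3 to 21 dpi, and in EcM it was at least 11.7-fold, 32.1-fold, 89.1-fold and 20.3-fold higher at 3, 7, 14 and 21 dpi. The hydrophobin (241509) was at the floor in both EcM and FLM at 3 dpi, at least 17.1-fold higher in EcM at 7 dpi, at 19.7 ± 7.22 CPM in EcM against 0.0905 ± 0.0926 in FLM at 14 dpi and at least 77-fold higher at 21 dpi. The aquaporin (671860) was higher in EcM at all 4 days, most at 14 dpi, with log2 fold changes of 0.98 ± 0.27, 1.32 ± 0.27, 2.69 ± 0.27 and 2 ± 0.27 (adjusted p 0.027, 0.0016, 2.9e-08 and 2e-06). The first lay just under the fold change threshold and passed it, at 1.17, without EcM replicate 3, while the adjusted p of the 6 fits that each left out 1 library was up to 0.16.

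The remaining 4 were higher mainly at 14 dpi. The Rh-like ammonium transporter (331747) differed by less than the spread between replicates at 3 and 7 dpi (0.15 ± 0.54 and -0.1 ± 0.5, adjusted p 0.92 and 0.93), and at either day it reached or crossed 0 in 2 of the 6 fits that each left out 1 library. It was higher by 2.7 ± 0.44 at 14 dpi (adjusted p 2.1e-05), and at 21 dpi the change of 1.98 ± 0.83 was not called (adjusted p 0.06). Its level in EcM was 3.31 ± 1.61 CPM at 14 dpi and 0.381 ± 0.0744 at 21 dpi, where FLM had 0.0883 ± 0.112. Without FLM replicate 2 the change at 21 dpi was 3.52. The FLM libraries left were then at the floor, so that value depends on the prior count. MiSSP8 (388224) was called at 14 dpi alone (3.58 ± 0.42, adjusted p 8.3e-08). The first clitocypin, a cysteine proteinase inhibitor (293826), rose by 3.24 ± 0.67 at 7 dpi (adjusted p 0.0023) and by 4.39 ± 0.67 at 14 dpi (adjusted p 1.7e-05). At 21 dpi it stood at 132 ± 24.3 CPM in EcM, 143 ± 39.3 in ExM and 123 ± 111 in FLM, with no call, and the change in EcM lay between -0.38 and 1.06 when 1 library was left out. The second clitocypin (318727) was called in EcM at 14 dpi (1.41 ± 0.47, adjusted p 0.025), a call lost in 3 of the 6 fits that each left out 1 library, with a change of 1.19 and an adjusted p of up to 0.098. At 21 dpi it was the 1 gene model called in ExM, with 190 ± 85.3 CPM against 53.6 ± 34.9 in FLM (1.83 ± 0.42, adjusted p 0.0041).

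**Figure D3:**
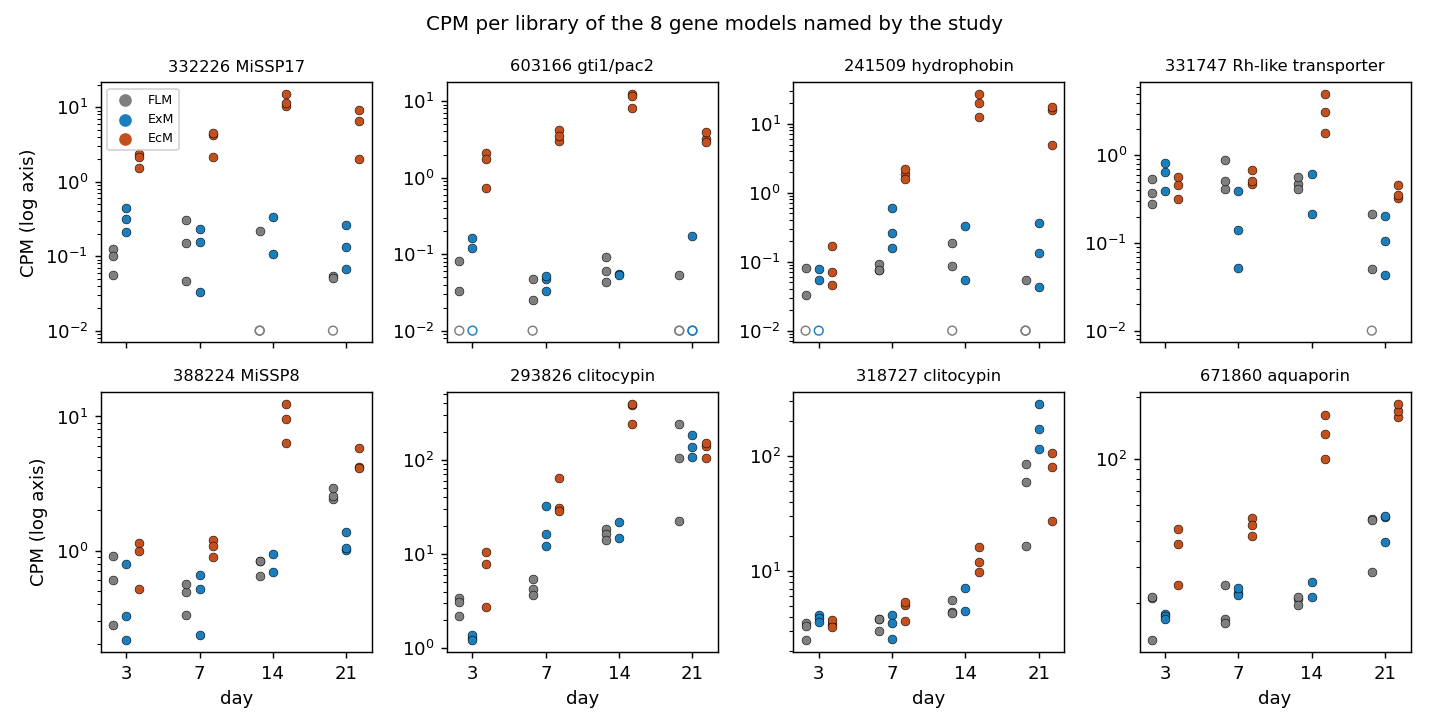
CPM on a log axis against day for the 8 gene models named by the study, 1 point per library and colour for the kind of mycelium; open circles are libraries with 0 counts, drawn at the lower end of the axis. EcM libraries lie above all FLM libraries at 14 dpi for all 8, where chance gives such an order in either direction for 10% of genes, and at 21 dpi the FLM libraries of both clitocypins overlap with EcM.

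3 gene lists that the study derived from expression patterns in these same libraries were tested, so the results below describe the lists and are not independent evidence. The late EcM list (106 members) had a median log2 fold change in EcM against FLM of 0.33, 1.27, 2.49 and 0.85 at 3, 7, 14 and 21 dpi. At 14 dpi 90 members were called higher, or 92 when adjusted over the list alone, and 104 of the 106 had a positive change (camera, adjusted p 7.1e-86). In ExM the medians were -0.02, 0.42, 0.3 and 0.16. The first lay between -0.1 and 0.04 when 1 library was left out, and the last was 0.14 with the 1 member at the floor set to its bound and 0.04 without FLM replicate 2 of 21 dpi. At 14 dpi the list was higher in EcM than in ExM by a median of 1.99 (adjusted p 9.9e-69). The early list (25 members) had medians of 3.58 and 3.93 in EcM at 3 and 7 dpi and of 3.42 and 3.58 in ExM, and all 25 were called in EcM at 7 dpi (24 at 3 dpi), with 25 when adjusted over the list alone at both days. At 14 and 21 dpi the medians were 0.92 and 0.74 in EcM and 1.03 and 1.11 in ExM. Without EcM replicate 1 the EcM median at 7 dpi was 2.22, without EcM replicate 2 that at 14 dpi was 0.39, and without EcM replicate 1 that at 21 dpi was 0.44.

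The list for EcM at 7 dpi (7 members) had a median of 3 in EcM against FLM at that day, with all 7 called, also when adjusted over the list alone. In ExM the median was 2.55, with 5 members called, or 7 when adjusted over the list alone. EcM and ExM differed by a median of 0.04 at 7 dpi (adjusted p 0.95), with 4 of the 7 higher in EcM, and without EcM replicate 1 the median was -1.24. The median of EcM against FLM was then 1.41. Of the 36 list tests, 22 passed an adjusted p of 0.05 with camera's preset correlation of 0.01. Under fry 18 of these held. With the correlation estimated from the data 12 held, among them the early list at 3 dpi in both EcM and ExM and the late EcM list at 7, 14 and 21 dpi in EcM against FLM. Tests whose adjusted p rounded to 0.05 were not counted as held, so this number is a lower one. No list had its difference between days tested.

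**Figure D4:**
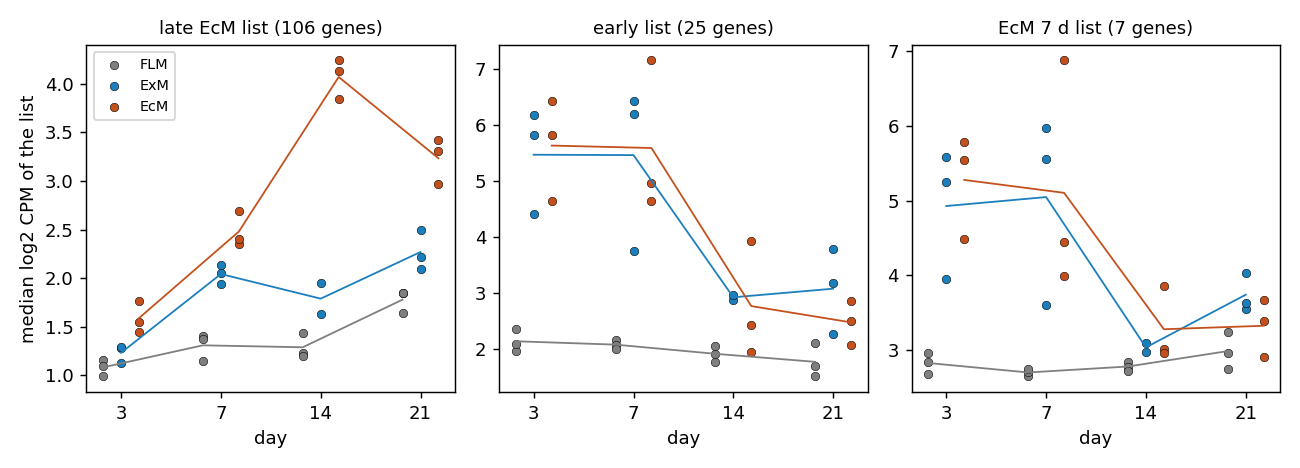
Median log2 CPM of the members of each list per library (points) and the mean of each group (lines), for FLM, ExM and EcM at 3, 7, 14 and 21 dpi. The late EcM list peaks in EcM at 14 dpi, and the early list at 7 dpi spreads from 4.65 to 7.15 over the 3 EcM libraries and from 3.76 to 6.43 over the 3 ExM libraries.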

Values the study reported

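The study reported that 15,341 of 23,130 gene models were expressed in the samples it analysed, and grouped them into 621 nodes of like expression. For EcM against FLM at 14 dpi it reported 308 transcripts up-regulated in EcM alone and a further 668 up-regulated in both EcM and fruiting bodies.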

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

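The late minus early contrasts and the fits that left out 1 library were chosen before the data were examined. The other tests in this part were chosen only after the late minus early counts were seen. The assignments of labels and the division of the test of the FLM controls by direction came only after their own values had been seen. The effect of the plant on EcM differed between late and early days for 863 gene models, 288 of them higher and 575 lower at the late days. Several technical explanations were set against this difference. With every library thinned to the smallest total of 13.82 M, 829 gene models were called. With library totals as the scale in place of TMM factors the count was 866, while the median of all genes moved by -0.028, and it was again 866 after the 21 gene models that were among the 10 most abundant of any library had been left out as well. The median change of genes of like length was then taken off the fold changes in 20 bins, whose medians ran from -0.17 to 0.13. With the adjusted p values kept and no test run again, 826 gene models passed both thresholds. Of 50 assignments of the EcM and FLM labels within days, the real one included, 1 gave as many calls, and the next largest count was 368. Such assignments also move any plant effect that is equal at all days into the spread within groups. They therefore cannot test whether the effect differed between late and early days. A change of the FLM controls alone would leave EcM itself nearly constant, but 66.5% of the called gene models changed more between early and late days in EcM than in FLM, 65.3% of those with a higher and 67.1% of those with a lower late effect. Depth, scaling, a few abundant genes, length and FLM alone are therefore unlikely as the whole cause.

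Reads of the plant in the EcM libraries stay open. If fungal transcripts silent in the mycelium had gained counts from poplar, many of the 288 rises would be at 3 counts or fewer in every FLM and ExM library, and 0 were. Poplar reads added to transcripts that the fungus also expresses are not excluded by this, since no measure of the plant share was used here. Of the 575 lower effects, 237 belonged to gene models called higher than FLM at 3 or 7 dpi and 263 to gene models called lower than FLM at 14 or 21 dpi, with 12 in both. Of the 288 higher effects, 258 were called higher than FLM at 14 or 21 dpi. A change of the fungal response with the stage of the association may explain the difference, and the age of the culture is part of the same contrast.

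For ExM the late minus early difference held for 226 gene models, 45 higher and 181 lower at the late days. The count was 194 on thinned counts, 221 with library totals as the scale (which moved the median of all genes by 0.106), and again 221 without the most abundant gene models. With the length trend taken off the fold changes and the adjusted p values kept, it was 228. Of 50 assignments of the labels within days 1 gave as many calls, although the next largest count, 204, was close to the real one. For the reason given for EcM, these assignments cannot test the difference between late and early days. Of the called gene models 60.6% changed more in ExM than in FLM, but the share was 63.5% of the 181 with a lower late effect and 48.9% of the 45 with a higher one. A change of the FLM controls is thus argued against as the whole cause of the lower effects, and stays open for the higher ones. Of the 181 lower effects, 131 belonged to gene models called higher than FLM at 3 or 7 dpi. A response of the distant mycelium that fades with time may explain these lower effects, as a hypothesis found and tested on the same data. Gene model 395214 was not among them, with a difference of -2.03 (adjusted p 0.27) and a rise at 21 dpi of 5.21 ± 1.11. The count of 226 is not firm, since it was 104 without ExM replicate 1 of 14 dpi and 347 without FLM replicate 2 of 21 dpi.

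Among the 30 gene models named by the rule, of which all but the 8 named by the study were picked for large changes at single days, 21 differed between late and early EcM effects. Of those 8, 5 had a higher late effect, by 3.01 for 332226, 5.73 for 241509, 2.32 for 331747, 1.36 for 388224 and 1.19 for 671860 on the log2 scale. Higher late effects were also found for 467459 (7.95), 299838 (4.82), 674406 (2.79), 307590 (3.15), 307596 (5.01), 476306 (1.42), 604520 (2.77) and 543626 (5.02). Lower late effects were found for 395214 (-3.42), 394925 (-3.84), 185358 (-1.26), 485006 (-2.12), 190777 (-4.13), 382749 (-3.38), 469925 (-1.67) and 708196 (-3.45). In ExM 5 gene models differed, 394925 (-4.44), 485006 (-1.65), 382749 (-1.9), 307596 (2.39) and 708196 (-2.4). For 332226, 241509, 674406 and 543626 FLM was at the floor at 1 or more of the days compared, and for 485006 ExM was at 21 dpi, so that these fitted values depend on the prior count. The technical tests above were made on the counts of gene models and not on each of these.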

How the results depend on the processing

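All alternatives were chosen before the data were examined. Size factors by the median of ratios and omission of the low-count filter left every count of calls within 1.5 times, and the former moved the median of all genes by at most 0.034 and the share of higher calls by at most 5 points. DESeq2 called 25 gene models for ExM against FLM at 14 dpi, 15 for EcM against ExM at 3 dpi and 19 for FLM at 3 dpi against T0. Fits of only the libraries compared called 149 and 278 gene models for EcM against FLM at 3 and 7 dpi, and 100, 173, 68 and 142 for ExM against FLM at 3, 7, 14 and 21 dpi. They called 0 for EcM against ExM at 3 dpi and 0 for FLM at 3 dpi against T0 (1058 and 367 at an unadjusted p under 0.05). The cause was not tested. For single named gene models, these fits left 52 results the same and made 11 weaker. Leaving out 1 library left 343 such results the same and made 19 weaker, 2 stronger and 8 of opposite sign. With the fold change threshold dropped, and so more gene models eligible, EcM and ExM shared 487, 648, 11 and 1057 calls.

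The deviations of same-numbered EcM and ExM libraries correlated by -0.05, 0.28 and -0.06 at 3 dpi and by -0.45, -0.14 and -0.19 at 7 dpi, so that the replicate numbers did not pair the libraries at these days. At 21 dpi the same-numbered libraries correlated by 0.12, 0.15 and 0.17 and the others by -0.14 to 0, so that a pairing of EcM with ExM is not ruled out there, where the block called 661 gene models in place of 682. With a replicate block the count was 19 for ExM against FLM at 14 dpi and 136 for the late minus early effect of ExM, and 22 other counts of calls stayed within 1.5 times. Under the block the early list differed between EcM and ExM at 7 dpi by -0.22, and the EcM 7 d list by -0.2 at 7 dpi and 0.05 at 3 dpi, each a change of sign of a difference near 0. With an estimated correlation, the EcM 7 d list in EcM at 7 dpi lost significance (3, adjusted p 0.12). The early list in EcM (3.93) and the EcM 7 d list in ExM (2.55) at 7 dpi stood at the threshold. Their adjusted p was 0.05 after rounding, and they were counted as not significant.

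Fits that each left out 1 library moved many counts. They ranged from 112 to 370 and from 263 to 700 for EcM against FLM at 3 and 7 dpi, and from 71 to 314, 126 to 428, 4 to 6 and 191 to 571 for ExM against FLM at 3, 7, 14 and 21 dpi. EcM against ExM ranged from 2 to 21 at 3 dpi and from 22 to 45 at 7 dpi. Within FLM the ranges were 2 to 102, 119 to 437 and 611 to 1450 for 3 dpi against T0, 7 against 3 and 21 against 14 dpi, within ExM 412 to 784 for 14 against 7 dpi, and within EcM 208 to 365 for 21 against 14 dpi. The late minus early effect of ExM ranged from 104 to 347. Shared calls ranged from 57 to 215, 121 to 336, 4 to 7 and 96 to 216. The late minus early effect of EcM stayed within 733 to 938. Libraries that leave an arm with 1 library gave no value for pairwise comparisons.

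Changes of sign occurred for medians near 0. The late EcM list in ExM at 3 dpi ranged from -0.1 to 0.04. Between EcM and ExM the early list ranged from -0.26 to 0.58, -1.25 to 0.52 and -0.57 to 0.47 at 3, 7 and 14 dpi, and the EcM 7 d list from -0.32 to 0.43, -1.24 to 0.45 and -0.31 to 0.38 at 3, 7 and 21 dpi. The latter in EcM against FLM at 21 dpi ranged from -0.07 to 0.37. For 331747 in EcM the range was -0.12 to 0.42 at 3 dpi and -0.32 to 0.2 at 7 dpi, and at 21 dpi that of 293826 was -0.38 to 1.06 and that of 318727 -0.02 to 0.91. Depth limits the gene models at the floor. For several of them bounds of the fold change are given, while their late minus early values are fitted and depend on the prior count.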

Other observations

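The fits of only the libraries compared, DESeq2, the replicate block and the fits that left out 1 library were chosen before the data were examined. Their use on these patterns, and all other tests in this part apart from the counts of splits, came only after the patterns were seen. For the splits, the smaller number of ExM libraries and FLM mycelium under an ExM label, the deciding values or close relatives had been seen. The same held for the spread shared over all libraries, the exchanges of labels, the shared response and FLM replicate 2 of 21 dpi. Other splits of the libraries were counted for the 17 comparisons with 3 libraries against 3. In 16 of them only 1 of the 10 splits of the 6 libraries, the real one, gave as many calls. For EcM against ExM at 7 dpi 2 of the 10 splits did. With 10 splits the share cannot fall below 10%, so these numbers cannot exclude an accidental grouping on their own. The split of ExM against FLM at 21 dpi that exchanged FLM replicate 2 for ExM replicate 2 gave 206 calls against 257 for the real one.

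In the fit of all libraries ExM differed from FLM at 14 dpi by 7 calls, far fewer than at the other days. The size of this gap depends on the fit. Fits of only the libraries compared called 68 gene models at 14 dpi, 5 of them among the 7, against 100, 173 and 142 at 3, 7 and 21 dpi, while DESeq2 called 25 and the replicate block 19 at 14 dpi. A spread shared over all libraries that is too wide for 14 dpi may therefore account for part of the gap. A smaller number of libraries does not explain the low count in the fit of all libraries, since with 1 ExM library left out the counts at 3, 7 and 21 dpi were 71 or more. In simulated data 2 libraries against 3 recovered 98.5% of the changed gene models. Those changes all lay above the fold change threshold, so this recovery says nothing about smaller ones. Depth does not explain the low count either, as on thinned counts the smallest count at the other days was 212. ExM replicate 2 of 14 dpi was closer to FLM replicate 2 of 14 dpi (Pearson's r of log2 CPM across genes 0.9914) than to the other ExM library (0.9892), and it joined the FLM libraries of 14 dpi in the dendrogram before ExM replicate 1 did. FLM mycelium under an ExM label is nevertheless argued against. Of the 306 gene models called higher in ExM at 7 dpi, 74.2% in ExM replicate 1 and 83.3% in replicate 2 of 14 dpi lay above all 3 FLM libraries, where chance gives 25%. An FLM library of 3, 7, 14 or 21 dpi lay above the other 2 of its group for at most 50% of the same gene models. The SD of the log2 changes of gene models with a mean log2 CPM of at least 1 was 0.25 at 14 dpi, against 0.41, 0.44 and 0.39 at 3, 7 and 21 dpi. A weaker ExM effect at 14 dpi than at 7 dpi is a candidate explanation, but the direct test called 0 gene models, with 1376 at an unadjusted p under 0.05, and therefore does not settle it. Against 3 dpi the effect at 14 dpi differed for 35 gene models, of which 24 were higher and 11 lower at 14 dpi, and 179 gene models differed between 14 and 21 dpi. The sign of such a difference does not say whether an effect became weaker, since a gene model lower in ExM at 3 dpi that returned to the FLM level would count as higher.

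At 7 dpi the EcM and the ExM libraries differed among themselves along the early list. The median log2 CPM of this list was 7.15 in EcM replicate 1 and 4.65 and 4.97 in the other 2, and 3.76 in ExM replicate 1 against 6.2 and 6.43 in the others. The split that put EcM replicate 1 with ExM replicates 2 and 3 gave 284 calls, against 47 for EcM against ExM. An exchange of the labels of EcM replicate 1 and ExM replicate 1 is argued against by the 156 gene models called higher in EcM than in ExM at both 14 and 21 dpi, of which 85.9% were higher in EcM replicate 1 than in ExM replicate 1. Across genes, the deviations from the group means were correlated by up to 0.39 between an EcM and an ExM library of 7 dpi, and by at most 0.06 between either and FLM. Material of 1 dish may thus share an early response of varying strength in EcM and ExM, but the labels do not say which libraries come from 1 dish, and 3 libraries per group are too few to tell. The EcM 7 d list was raised in EcM and ExM at 7 dpi by medians of 3 and 2.55, and its median difference between them went from 0.04 to -1.24 without EcM replicate 1.

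FLM replicate 2 of 21 dpi lay between the FLM libraries of 14 and 21 dpi. On the gene models called between these days without it, its position was 37% of the way from the 14 dpi mean to the mean of the other 21 dpi libraries, where the 14 dpi libraries, each placed in the same way, lay between -6.83 and 19.7%. A library of 14 dpi under the other label would be expected within that range, and a slower culture above it. It lay outside the range of 3 libraries by less than the width of that range, so both cannot be told apart with 1 library. Without it the count between 14 and 21 dpi in FLM was 1450 in place of 880, and that of ExM against FLM at 21 dpi 571 in place of 257. No biological explanation was tested.

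FLM at T0 and 3 dpi differed by 7 calls, and by 102 without FLM replicate 2 of 3 dpi. Of the 10 splits of the 5 libraries, 6 gave 7 calls or more. The split with FLM replicate 1 of T0 and FLM replicate 2 of 3 dpi exchanged gave 329, the most of all 10, which is what an exchange of these labels would give. The same split also parts the libraries numbered 2 from the rest. If those numbers marked a batch, the libraries numbered 2 of the other groups of 3 would deviate along the same axis, but only 1 of these 10 groups, FLM at 21 dpi, had a correlation over 0.1 across genes (0.2), and the others lay at or below 0.03, which argues against a batch over all groups. Exchanged labels and a difference between cultures cannot be told apart with 2 libraries at T0.

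In the files 626 gene models were higher in EcM than in FLM at 14 dpi. That is lower than the sum of both values quoted from the study above. The study used DESeq2, compared fruiting bodies with FLM as well, and does not state which libraries entered a fit. DESeq2 on the libraries used here called 1069 gene models in both directions, against 1057 with edgeR. The cause of the gap was not tested.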
